A study of Arabidopsis thaliana with 60 samples. Its data were reported in "A dominant‐interfering camta3 mutation compromises primary transcriptional outputs mediated by both cell surface and intracellular immune receptors in Arabidopsis thaliana" (2017).

How the data were processed

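Messenger RNA was sequenced from rosette leaves of 4-week-old Arabidopsis thaliana plants that carried a dexamethasone-inducible construct for the coiled-coil domain of the barley immune receptor MLA, fused to a monomeric yellow fluorescent protein (MLACC). Leaves were infiltrated with dexamethasone by syringe and sampled at 0, 2, 4, 6 or 8 h. MLACC was expressed in wild type, where a line with the inducible fluorescent protein alone (mYFP) served as control, and in the sextuple mutant ppsdes, where the mutant without a transgene served as control. The mutant carries lesions in DDE2, EIN2, PAD4, PEN2, SID2 and SAG101, so that jasmonate, ethylene and salicylic acid signalling and further immune functions are impaired together. Samples were grouped by the labels into 20 groups of 3 libraries, 60 in all. Per the labels, each sample pooled leaf discs from 6 plants and the 3 samples of a group are biological replicates.

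Per the submitters' processing notes and the labels, the authors prepared unstranded poly(A) libraries, inspected the reads with FastQC 0.11.2, aligned them with TopHat2 2.0.10 to the TAIR10 genome and counted reads per gene with HTSeq. The HTSeq version, its settings and the annotation release are not given in the sources used here. The deposited values are raw read counts per gene in 2 tables, 1 for the 30 wild-type libraries and 1 for the 30 ppsdes libraries, without normalization or filter and with the replicates kept apart. Because the kit does not mark the strand, reads of a gene and of an overlapping or antisense partner cannot be told apart, and reads that map to several places were left out of gene counts, so that near-identical copies are undercounted. Each table ends with 5 summary lines that name no gene. They stayed out of library sizes and tests. Reads outside any gene made up 1.32% to 2.26% of all counted reads in the wild-type table and 1.24% to 1.90% in the ppsdes table, reads matching several genes 0.386% to 0.671% and 0.362% to 0.640%, and reads aligned to several places 6.46% to 14.2% and 6.66% to 9.84%.

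Counts assigned to genes summed to 18.2 to 25.8 M per library in the wild-type table (median 21.9 M) and to 14.1 to 25.9 M in the ppsdes table (median 22.9 M). At these depths 1 count corresponds to less than 0.1 CPM (counts of a gene scaled to a common library total), and for a gene without counts the 3 libraries of a group set a limit of 3 counts over their summed total. Such limits and the counting intervals cover counting error only, since PCR copies were not marked. A chi-square comparison of counts over genes found every pair of replicates to differ by more than sampling noise, with the closest pair at a statistic of 10 per gene, so that all 60 libraries entered as separate samples. Counts of organelle-encoded genes took 0.777% to 1.50% and 0.615% to 1.39% of the gene counts in the 2 tables, and counts of annotated ribosomal RNA genes 0.0881% to 0.213% and 0.0689% to 0.139%.

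From the deposited counts, genes with enough reads were kept by edgeR filterByExpr, library sizes were scaled by TMM, and a negative binomial model with 1 mean per group was fitted in edgeR 4.0.16 with limma 3.58.1 under R 4.3.3. Contrasts were tested with the edgeR quasi-likelihood F test and Benjamini-Hochberg adjustment over all genes tested. Genes with FDR below 0.01 and an absolute log2 fold change above 1 were called, the thresholds that the study used. MLACC was compared with its control at each time within each table, on all 30 libraries (19654 genes tested in wild type and 19216 in ppsdes). The difference of the MLACC effect between backgrounds, ppsdes minus wild type, was tested as an interaction in 1 fit of all 60 libraries (19929 genes). In this difference a shift common to 1 table cancels, while the unlike controls do not cancel. F tests over 2 to 8 h asked for any MLACC effect per background and for change against 0 h in each control line. Fold changes of both backgrounds were correlated over the 19004 genes tested in both tables. Errors of fold changes are standard errors (SE) from the model, and groups are given as mean ± SD of 3 libraries in CPM.

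Gene lists were fixed before the data were examined, together with the groups, tests, thresholds, alternatives and the rule for naming genes. They covered salicylic acid, jasmonate, ethylene, pattern-triggered immunity, WRKY factors, camalexin and indole metabolism, the CAMTA family, calcium, touch and cold responses, photosynthesis as the mesophyll marker, folding in the endoplasmic reticulum (ER), heat shock, NLR receptors and helpers, cell death and senescence, abscisic acid, glutathione and detoxification, the circadian clock, growth, epidermis with guard cells and trichomes, vasculature, the cell cycle and qPCR reference genes, as well as the mutated genes and 8 genes that the study measured by RT-qPCR. Members past the thresholds were counted with adjustment over all genes tested and with adjustment over the list alone. Each list was compared with all other genes by camera on log2 CPM with a preset correlation between genes of 0.01, adjusted over 252 tests, and again with a correlation estimated for each list. With the preset value 148 of the 252 tests passed an adjusted p of 0.05, and with estimated correlations 0 passed, so that list counts and not camera calls carry the text.

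The rule for named genes took all mutated and RT-qPCR genes, the 5 genes with the largest rise and the 5 with the largest fall at 2 h and 8 h in each background, the 3 in each direction for the interaction at 2 to 8 h, up to 4 members of each list with the smallest adjusted p in the contrast described, and for the control time courses the 5 genes with the smallest p and members of the clock and detoxification lists. Genes taken by size had to be called, to average at least 5 CPM in the higher group and to separate all 3 libraries of both groups. Gene names and positions came from the TAIR10.1 annotation.

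The fit was tested on simulated counts drawn from the real means and library sizes, with 100 genes changed by 3-fold and 100 by 6-fold. In the simulated comparison at 2 h it recovered 70 and 78 of 100 genes in wild type and 76 and 82 of 100 in ppsdes, and 50 and 76 of 100 for the interaction. Alternatives were DESeq2 size factors in edgeR, no filter on low counts, DESeq2 1.42.0 on the same genes, leaving out each library in turn, a block for the replicate number, only the libraries compared, subtraction of the difference at 0 h, genes above 10 CPM for the correlation, and a fold-change threshold alone for genes followed between backgrounds. Leaving out the 5 libraries nearest to another time, and camera on negative binomial scores, were added after the data had been seen. For every count of called genes the libraries were also regrouped, in the 10 possible splits for 3 against 3 libraries, in 100 splits for the F tests over time and in 40 for the difference between backgrounds. The MLACC and mYFP transcripts themselves were not analysed here.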

Results

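Leaf transcript levels were measured in 4 lines at 0, 2, 4, 6 and 8 h after infiltration of dexamethasone. The comparisons asked which genes respond to conditional MLACC expression in wild type, and which respond in the sextuple mutant ppsdes. Each of the 20 groups held 3 biological replicates. The 10 most abundant genes took 11.3% ± 0.43 (SD, n = 3) of the counts in wild type with MLACC at 0 h and 5.63% ± 0.308 at 8 h, against 11.5% ± 0.376 and 10.5% ± 0.434 in the mYFP line. In ppsdes their share went from 12.4% ± 0.334 to 10.4% ± 0.904 with MLACC and from 12.5% ± 0.392 to 12% ± 0.972 in the control. By the clock genes all 60 libraries lay nearest to the mean of their own time point. Over all genes 55 of 60 did. The others were wild type with MLACC at 4 h replicate 1 and at 8 h replicate 3, the mYFP line at 2 h replicate 3, and replicate 1 of both ppsdes lines at 6 h.

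The genes mutated in ppsdes were compared first, at 0 h, between the ppsdes control and the mYFP line (edgeR quasi-likelihood F test with Benjamini-Hochberg adjustment, n = 3 per group). Transcripts of SID2/ICS1 (AT1G74710, chromosome 1, 28070295 to 28074177), the gene for isochorismate synthase in salicylic acid synthesis, were lower by a log2 fold change (log2FC) of -4.91 ± 0.34 (SE). They stood at 0.545 ± 0.268 CPM (SD) against 16.6 ± 1.39. They stayed at or below 1.13 CPM in all 30 ppsdes libraries. DDE2/AOS (AT5G42650, chromosome 5, 17097564 to 17099595), which encodes allene oxide synthase of jasmonate synthesis, was lower by a log2FC of -4.68 ± 0.34, and the ethylene signalling gene EIN2 (AT5G03280) by -1.12 ± 0.13. The lipase-like gene SAG101 (AT5G14930) was lower by -1.69 ± 0.37 with an adjusted p of 0.00991. Its call was lost, at a log2FC between -1.97 and -1.52, when any of the 6 libraries was left out. Without replicate 1 of the mYFP line EIN2 was at -0.997 (adjusted p = 1.06e-05) and missed the fold change threshold alone. PEN2 (AT2G44490, log2FC -2.01 ± 0.56, adjusted p = 0.0564) and PAD4 (AT3G52430, -0.36 ± 0.59, adjusted p = 0.906) did not pass the test. Transcript levels thus do not check these 2 lesions.

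Before induction the MLACC lines and their controls were nearly alike. In wild type 1 of 19654 genes was called at 0 h, the 5.8S ribosomal RNA gene AT3G41979 (log2FC -3.64 ± 0.46), one of several near-identical copies and thus uncertain. It lost its call without each of the 3 MLACC libraries, where edgeR called 0 genes. On all libraries 399 genes had an unadjusted p under 0.05 and DESeq2 called 3, and edgeR called 2 without replicate 1 of the mYFP line. In ppsdes 2 of 19216 genes were called. AT3G59480 (chromosome 3, 21982989 to 21984598), which encodes a carbohydrate kinase of the pfkB family, was higher (log2FC 6.97 ± 0.58), and the calmodulin-binding gene IQD28 (AT1G14380) was lower (-1.90 ± 0.17). AT3G59480 overlaps its neighbour AT3G59490 by 3 bp, and that gene stood at 7 CPM against 7.4. Without replicate 1 of the ppsdes control 4 genes were called. Both genes were also called in the difference of the MLACC effect between backgrounds at 0 h (AT3G59480 7.77, IQD28 -2.17). IQD28 lost this call without any of the 12 libraries. AT3G59480 lost it without replicate 2 of the mYFP line, where edgeR called 0 genes, while on all libraries 582 genes had an unadjusted p under 0.05 and DESeq2 called 3. Only 1 gene was called without replicate 1, 2 or 3 of either MLACC line, replicate 3 of the mYFP line or replicate 2 or 3 of the ppsdes control.

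At 2 h in wild type the jasmonate and pattern-triggered immunity lists had the largest shares of genes called, apart from the RT-qPCR list. List medians of the log2FC followed another order. They were 1.87 for calcium, 1.86 for jasmonate, 1.48 for pattern-triggered immunity and 1.19 for salicylic acid. Of 19654 genes, 814 were significantly upregulated and 23 downregulated against the mYFP line (edgeR, FDR below 0.01 and |log2FC| above 1, n = 3 libraries per group). In the jasmonate list 13 of 27 genes rose (15 adjusted over the list alone). Among them were the synthesis genes OPR3 (AT2G06050, log2FC 3.07 ± 0.42, SE) and AOC3 (AT3G25780, 4.66 ± 0.56) and the repressor gene JAZ10 (AT5G13220, chromosome 5, 4218786 to 4221077, 3.17 ± 0.36, adjusted p = 9.93e-06). Of the genes of pattern-triggered immunity 14 of 29 rose (16 adjusted over the list alone), with MKK5, which encodes a MAP kinase kinase (1.71 ± 0.23), and the NADPH oxidase gene RBOHF (1.48 ± 0.24). PEPR2 (AT1G17750, 2.81 ± 0.41) and PEPR1 (2.17 ± 0.35), which encode receptors of endogenous peptides, rose too. Salicylic acid genes followed with 7 of 20 (11 adjusted over the list alone). SARD1 (AT1G73805), the gene of a transcription factor that activates salicylic acid synthesis, rose by 3.31 ± 0.51 and the transporter gene EDS5 (AT4G39030) by 2.60 ± 0.41. The calcium, touch and cold list had 5 of 21 genes up (10 adjusted over the list alone). The calmodulin-like gene CML37 (AT5G42380, chromosome 5, 16942447 to 16943820) stood at 6.32 ± 0.90 and the calcium pump gene ACA13 (AT3G22910) at 3.29 ± 0.42.

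Tryptophan, camalexin and indole metabolism contributed 7 of 27 genes at 2 h in wild type (11 adjusted over the list alone), among them SOT16 (2.54 ± 0.35), ASB1 (2.03 ± 0.34) and CYP79B2 (3.80 ± 0.64). Ethylene contributed 4 of 21 (4 adjusted over the list alone) with ERF1A (4.01 ± 0.69) and the synthesis gene ACS8 (3.42 ± 0.59). Cell death and senescence had 5 of 17 up (5 adjusted over the list alone) with BAP2 (AT2G45760, 4.74 ± 0.54) and NUDT7 (2.95 ± 0.51), both known to restrain cell death. Counts were lower for WRKY genes (2 of 28, and 5 adjusted over the list alone, with WRKY46 at 4.31 ± 0.77) and for glutathione and detoxification (3 of 23, and 5 adjusted over the list alone, with GSTF8 at 1.097 ± 0.245). So they were for NLR genes (2 of 18, and 3 adjusted over the list alone), abscisic acid (2 of 16, and 4 adjusted over the list alone) and growth (2 of 15, and 2 adjusted over the list alone). CAMTA3 (AT2G22300, chromosome 2, 9471219 to 9476646), which encodes a calmodulin-binding transcription factor, rose by 1.55 ± 0.31 as 1 of 6 CAMTA genes. HSFB2A rose by 2.69 ± 0.47 as 1 of 12 heat shock genes and TOC1 by 1.13 as 1 of 20 clock genes, each with 1 adjusted over the list alone. By size CYP82G1 (AT3G25180), which encodes a cytochrome P450 of homoterpene synthesis (6.27 ± 0.80), and TAT3 (AT2G24850), a jasmonate-responsive tyrosine aminotransferase gene (5.50 ± 0.99), were among the leaders. The cellulase gene GH9B1 (AT1G70710, -2.17 ± 0.35) led the downregulated protein-coding genes. Photosynthesis (0 of 45), folding in the ER (0 of 13), epidermis (0 of 11), vasculature (0 of 5), the cell cycle (0 of 5) and reference genes (0 of 9) had no call in edgeR. Of these lists 0, 3, 0, 1, 0 and 1 genes had an unadjusted p under 0.05, and DESeq2 called 1 ER gene and none in the other lists.

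The count of 837 at 2 h in wild type was 362 without MLACC replicate 1, 476 without mYFP replicate 1 and 388 without mYFP replicate 3 (359, 470 and 369 of them among the 837), and CAMTA3, GSTF8 and TOC1 lost their calls in each case. The 23 downregulated genes were 9 and 6 without MLACC or mYFP replicate 1, 56 with DESeq2 and 66 without the libraries nearest another time. With the difference at 0 h subtracted 68 genes were called, all up, among them JAZ10, SARD1, PEPR2 and ACA13, while GH9B1 turned to 0.26. When only these 6 libraries were fitted 2 genes were called. With camera and the preset correlation 11 lists stood above other genes at 2 h and photosynthesis and the clock below them, none of which held at an adjusted p of 0.286 to 0.748 with an estimated correlation. The RT-qPCR list holds genes chosen on these same samples and is not independent evidence. In wild type 6 of its 8 genes rose at 2 h (8 adjusted over the list alone), and 7, 7 and 8 at 4, 6 and 8 h (7, 8 and 8 adjusted over the list alone).

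**Figure D1:**
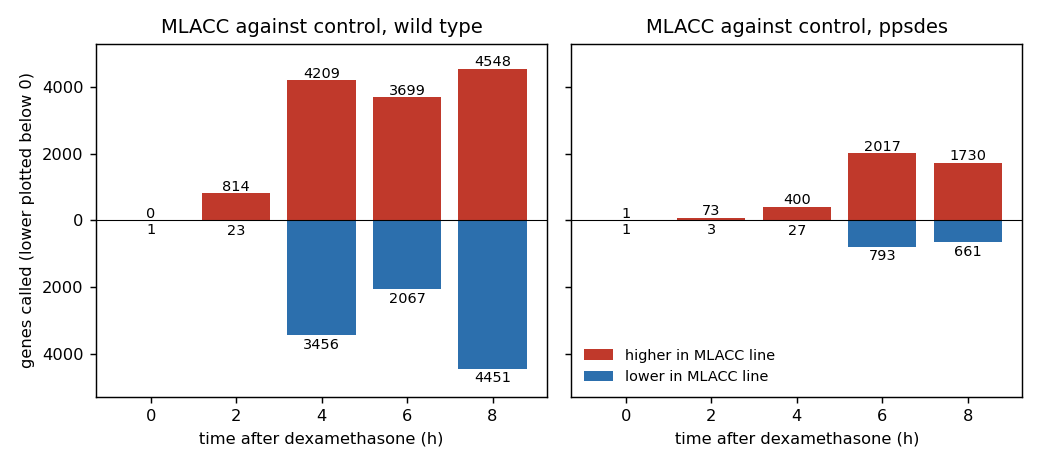
Bars give the number of genes called up or down for MLACC against its control at each time (h) in wild type and ppsdes (FDR below 0.01 and |log2FC| above 1, n = 3 libraries per group). At 2 h 814 genes were up in wild type and 73 in ppsdes, and at 8 h 4548 and 1730.

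From 4 h on most salicylic acid, jasmonate, pattern-triggered and WRKY genes were up in wild type. At 4, 6 and 8 h 4209, 3699 and 4548 genes were upregulated and 3456, 2067 and 4451 downregulated. The 3456 became 2302 without MLACC replicate 3, 1618 with the difference at 0 h subtracted and 786 with only the 6 libraries. The 2067 became 688 and 1267 without MLACC or mYFP replicate 2 and 371 with the subtraction, where 2271 were up at 6 h, and the 4451 became 2313 with only the 6 libraries. Salicylic acid genes were up in 19, 19 and 18 of 20 cases, among them SID2/ICS1. PBS3 (AT5G13320), which encodes an enzyme of salicylic acid synthesis, stood at a log2FC of 9.10 ± 0.51 (SE, n = 3 per group) at 4 h. The marker gene PR1 (AT2G14610, chromosome 2, 6241640 to 6242541) came later and reached 191.5 ± 35.6 CPM at 6 h and 481 ± 170 CPM at 8 h, against at most 0.0793 in the mYFP line. Jasmonate genes were up in 21, 22 and 23 of 27 cases, with AOC3 at 9.09 ± 0.71 and JAZ10 at 6.19 ± 0.43 at 8 h. Ethylene genes were up in 8, 12 and 11 of 21, with the ethylene synthesis genes ACS2 (8.28 ± 0.62) and ACO4 (3.49 ± 0.37) at 4 h. Pattern-triggered immunity had 25, 26 and 27 of 29 genes up and NLR genes 15, 12 and 9 of 18, with PEPR2 at 4.91 ± 0.44 and the helper gene NRG1.2 at 4.46 ± 0.36 at 4 h. WRKY genes were up in 22, 25 and 25 of 28 cases (23, 25 and 25 adjusted over the list alone), with WRKY45 at 8.80 ± 0.64 at 8 h. Adjusted over the list alone, the other counts of this paragraph were the same.

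Stress and metabolic genes rose with them in wild type. Of the 23 glutathione and detoxification genes 22, 21 and 22 were up at 4, 6 and 8 h, with the glutathione transferase gene GSTU19 (AT1G78380, chromosome 1, 29486387 to 29488007) at a log2FC of 4.13 ± 0.30 (SE) and 4503 ± 1740 CPM (SD, n = 3) at 8 h. Camalexin and indole genes were up in 21, 23 and 25 of 27 cases (21, 24 and 25 adjusted over the list alone), with the tryptophan synthesis genes IGPS at 4.09 ± 0.33 and TSA1 at 3.55 ± 0.30 at 4 h. Calcium genes were up in 17, 15 and 17 of 21 cases (17, 16 and 17 adjusted over the list alone), with ACA13 at 8.27 ± 0.53 at 6 h. Cell death genes were up in 12, 12 and 14 of 17, with BI1, a suppressor of cell death, at 2.61 ± 0.20 at 4 h. Folding genes of the ER rose in 8 of 13 cases at 4 h and in 13 of 13 at 6 and 8 h, with the co-chaperone gene ERDJ3A at 4.62 ± 0.36 at 8 h. Heat shock genes rose in 10 of 12 at each time, with HSP90.1 at 7.05 ± 0.85 at 8 h. The CAMTA family had 2, 0 and 1 of 6 genes up, with CAMTA3 at 1.77 ± 0.32 at 4 h. At 6 h 4 of the 6 had an unadjusted p under 0.05 in edgeR and DESeq2 called 0. Counts without a second value were the same adjusted over the list alone. By size the sterol desaturase gene CYP710A1 was at least 5330-fold higher, the alternative oxidase gene AOX1D at least 4480-fold and the pipecolate synthesis gene ALD1 at least 2820-fold higher at 8 h, where the mYFP libraries held no counts (floor of 3 counts over the group).

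Many photosynthesis genes and some growth genes fell in wild type with MLACC. Of 45 photosynthesis genes 25, 22 and 44 were down at 4, 6 and 8 h (27, 25 and 45 adjusted over the list alone) and 0 up, with list medians of -1.19, -1.12 and -1.88. PSBW (AT2G30570, chromosome 2, 13019028 to 13020311), a photosystem II gene, fell by 1.53 ± 0.21 on the log2 scale at 8 h, to 1132 ± 424 CPM (SD, n = 3) against 3286 ± 169. At 4 h LHCB1.1 of the light-harvesting complex fell by 1.77 ± 0.37 and PSAH2 of photosystem I by 1.43 ± 0.28. Growth genes were down in 4, 3 and 5 of 15 cases (4, 3 and 4 adjusted over the list alone) and up in 2, 0 and 1. At 8 h the auxin-related gene IAA29 stood at -4.23 ± 0.60 and the cell wall gene XTH4 at -2.24 ± 0.29, but IAA2 at 2.04 ± 0.24. Cell cycle genes were down in 3, 2 and 5 of 5 cases, with CYCD3-1 at -2.09 ± 0.33 at 8 h. Epidermal genes were down in 4, 0 and 7 of 11, with the cuticle gene FDH (AT2G26250) at -2.47 ± 0.52 at 8 h. The guard cell gene KAT1 was up at 8 h (1.08 ± 0.16) except without MLACC or mYFP replicate 2, where its call was lost. Adjusted over the list alone, cell cycle and epidermal counts were the same. At 6 h 7 epidermal genes had an unadjusted p under 0.05 and DESeq2 called 2. Vascular genes had 0 calls at 4, 6 and 8 h in edgeR and in DESeq2, with 2, 2 and 3 of 5 at an unadjusted p under 0.05. By size the iron and zinc transporter gene IRT3 (AT1G60960, -6.28 ± 0.56), the pectate lyase gene AT1G67750 (-5.66) and the pectin methylesterase gene PME5 (-4.94) led the falls at 8 h. These falls stood beside the lower share of the 10 most abundant genes in the same libraries.

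Abscisic acid and clock genes went both ways in wild type. Of 16 abscisic acid genes 5, 3 and 4 rose and 1, 3 and 4 fell at 4, 6 and 8 h (4 and 6 at 8 h adjusted over the list alone), with the phosphatase gene HAI1 at 7.02 ± 0.75 and the transcription factor gene RD26 at 4.18 ± 0.47 at 4 h. The cold-regulated gene KIN2 was at -1.93 ± 0.29 at 8 h. Their list median was -0.29, -0.54 and -0.97 and the mean 0.63, 0.19 and 0.40, so that the signs differed. Of 20 clock genes 3, 1 and 3 rose and 2, 2 and 5 fell, with TOC1 at 1.79 ± 0.26 at 4 h and RVE4 at -1.25 ± 0.17 at 8 h. Among 9 reference genes GAPC1 (1.37 ± 0.17) and UBQ10 (1.82 ± 0.23) rose at 8 h as at 4 and 6 h. Clock and reference counts were the same adjusted over the list alone. GAPC1 lost its call without MLACC replicate 3 at 4 h or 2 at 6 h. UBQ10 lost it without MLACC replicate 2 or 3 or mYFP replicate 2 at 4 h, without MLACC replicate 2 at 6 h, and with DESeq2 or its size factors at 4 h. With the difference at 0 h subtracted 4479 genes at 4 h and 2642 at 6 h were called in wild type. When only the 6 libraries were fitted 3943 genes were called at 4 h, where PSAH2 and LHCB1.1 lost their calls, as did PSBW and CYCD3-1 in such a fit at 8 h. All camera calls at 4 to 8 h in wild type had an adjusted p between 0.286 and 0.567 with an estimated correlation.

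In ppsdes MLACC moved few defence genes at 2 h. Of 19216 genes, 73 were upregulated and 3 downregulated against the mutant without a transgene. JAZ10 rose by 2.35 ± 0.36 as 1 of 23 jasmonate genes (3 adjusted over the list alone) and SARD4 by 1.61 ± 0.30 as 1 of 18 salicylic acid genes (2 adjusted over the list alone). JAZ10 lost its call without control replicate 1, and SARD4 without MLACC replicate 2 or 3 or any control replicate. SARD1 (3.68 ± 0.76, adjusted p = 0.0143) and CML37 (2.25 ± 0.84, adjusted p = 0.461) missed the threshold. By size AT3G59480 (8.86 ± 0.59) led, which stood apart before induction. The cysteine protease inhibitor gene CYS2 (AT2G31980, chromosome 2, 13609093 to 13609955) followed at 7.42 ± 0.56 and the oxidoreductase gene AT5G05320 at 6.28. Of the 73 genes 51 (69.9%) also rose from 0 to 2 h in the wild-type mYFP line, against 5.05 expected for independent sets. For 788 genes up with MLACC in wild type this overlap was 190 (24.1%), against 54.5 expected. The other 19 lists had 0 calls in edgeR, with at most 4 genes of a list at an unadjusted p under 0.05. DESeq2 called 1 growth gene and 0 in the other lists, as did edgeR adjusted over the list alone. The camera calls of 6 lists at 2 h had an adjusted p between 0.325 and 0.437 with an estimated correlation. The 76 genes became 149 without MLACC replicate 1, and 36, 33 and 44 without control replicate 1, 2 or 3. DESeq2 called 130. With the difference at 0 h subtracted 6 were called and IQD28 turned from -1.49 ± 0.17 to 0.42, and edgeR on only these 6 libraries called 0, where the fit of all libraries had 1179 genes at an unadjusted p under 0.05.

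At 4 h in ppsdes the salicylic acid, calcium and NLR lists had the largest shares of genes called, apart from the RT-qPCR list. Of 427 genes called 400 were up. They held 8 of 18 salicylic acid genes (9 adjusted over the list alone), including SARD1 (6.27 ± 0.87), PBS3 (4.37 ± 0.42) and EDS5 (3.90 ± 0.50). Of 19 calcium genes 6 rose (6 adjusted over the list alone), including CML41 (9.47), ACA13 (4.93 ± 0.72) and CML37 (7.25 ± 1.16). NLR genes rose in 5 of 18 cases (7 adjusted over the list alone) with NRG1.2 at 1.41 ± 0.19. Jasmonate genes rose in 4 of 23 (4 adjusted over the list alone), with JAZ10 at 3.39 ± 0.39 and JAZ1 at 4.15 ± 0.70, and pattern-triggered genes in 4 of 28 (6 adjusted over the list alone) with the MAP kinase gene MPK11 at 4.88 ± 0.73. WRKY46 (5.55 ± 0.72) was 1 of 2 of 25 WRKY genes (3 adjusted over the list alone) and NUDT7 (3.54 ± 0.55) 1 of 4 of 16 cell death genes (4 adjusted over the list alone). No gene was called in edgeR among ethylene, camalexin, CAMTA, photosynthesis, ER, heat shock, abscisic acid, detoxification, clock, growth, epidermal, vascular, cell cycle and reference genes. At most 6 genes of such a list had an unadjusted p under 0.05 and DESeq2 called 1 ethylene, 1 camalexin, 1 clock and 1 growth gene. The count of 427 was 193 without MLACC replicate 3 and 236 and 212 without control replicate 1 or 3. It was 47 with the difference at 0 h subtracted and 87 with only the 6 libraries.

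At 6 h most salicylic acid, pattern-triggered, WRKY, calcium, ER and cell death genes were up in ppsdes. At 6 and 8 h 2017 and 1730 genes were upregulated and 793 and 661 downregulated in ppsdes. The 793 became 1490, 238 and 524 without MLACC replicate 1, 2 or 3, 108 with only the 6 libraries and 1203 without the libraries nearest another time. The 661 became 363 and 219 without MLACC replicate 1 or 2 and 427 without control replicate 1. With the difference at 0 h subtracted 970 and 647 genes were up and 391 and 136 down. Salicylic acid genes were up in 12 and 11 of 18 cases (12 and 13 adjusted over the list alone), with SARD1 at 7.38 ± 0.94 and CBP60g at 5.24 at 6 h. Jasmonate genes were up in 7 and 8 of 23 with 1 down (9 and 9 adjusted over the list alone), with JAZ1 at 6.10 ± 0.81 at 8 h. Pattern-triggered genes were up in 17 and 14 of 28 cases (20 and 16 adjusted over the list alone) with MPK11 at 6.90 ± 0.84 at 6 h. WRKY genes were up in 15 and 14 of 25 (16 and 17 adjusted over the list alone), with WRKY46 at 7.20 ± 0.83 at 8 h, and calcium genes in 13 and 13 of 19 (14 and 13 adjusted over the list alone) with ACA13 at 6.97 ± 0.81 at 6 h. Folding genes of the ER rose in 13 of 13 cases at both times (13 and 13 adjusted over the list alone), with ERDJ3A at 3.24 ± 0.43 at 6 h. Cell death genes rose in 11 and 9 of 16 (11 and 11 adjusted over the list alone), with BI1 at 2.02 ± 0.19, and NLR genes in 8 and 7 of 18 (10 and 7 adjusted over the list alone) with the helper gene ADR1 at 2.71 ± 0.33. Ethylene genes rose in 7 and 6 of 19 cases (7 and 9 adjusted over the list alone) and heat shock genes in 6 and 4 of 12 (8 and 4 adjusted over the list alone), with HSP90.1 at 4.86 ± 0.46 at 6 h. Camalexin genes rose in 5 and 10 of 27 (5 and 10 adjusted over the list alone), with SOT16 at 1.98 ± 0.25 at 8 h, and detoxification genes in 7 and 7 of 18 (8 and 10 adjusted over the list alone) with GSTU8 at 4.71 ± 0.65 at 8 h. The RT-qPCR genes rose in 0, 6, 7 and 7 of 8 cases at 2, 4, 6 and 8 h (1, 6, 7 and 7 adjusted over the list alone), with 2 at an unadjusted p under 0.05 and 1 called by DESeq2 at 2 h.

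Few photosynthesis genes passed the threshold in ppsdes. At 6 h 2 of 45 fell, with LHCA6 at -1.37 ± 0.20, and at 8 h edgeR and DESeq2 called 0 (2 and 0 adjusted over the list alone). At 8 h 39 had an unadjusted p under 0.05 but a fold change under the threshold, and the list medians were -0.55 and -0.44. Epidermal genes fell in 5 and 3 of 11 cases, with the guard cell channel gene KAT1 at -1.81 ± 0.27 at 6 h and -1.64 ± 0.26 at 8 h (5 and 3 adjusted over the list alone). Growth genes fell in 4 and 4 of 15 (6 and 6 adjusted over the list alone) with IAA19 up (1.58 ± 0.33 at 8 h). Of the abscisic acid genes 1 and 3 of 16 fell (0 and 3 adjusted over the list alone), including RAB18 at -1.69 ± 0.46 at 6 h, which lost its call without MLACC replicate 1 or 2 or control replicate 3. CAMTA, clock, vascular, cell cycle and reference genes had 0 calls at 6 and 8 h in edgeR, with at most 6 genes of a list at an unadjusted p under 0.05, and DESeq2 called 2 clock genes at 6 h. With a replicate block PSBO2 (-1.01), COR15A (-1.39), KIN1 (-1.61), PRR5 (-1.03) and BOA (1.31) also passed at 6 h. By size the copper transport family gene AT4G05030 was at least 520-fold and the RING finger gene ARI12 at least 421-fold higher at 8 h, where the control libraries held no counts (floor of 3 counts over the group). The avirulence-induced gene AIG1 stood at 299 CPM against 0.106. The pectate lyase gene AT5G48900 (-2.61) and the cytokinin receptor gene WOL (-2.64) were among the largest falls at 8 h. The 2810 genes called at 6 h were 1688 without MLACC replicate 2, 1361 with the difference at 0 h subtracted and 1853 with only the 6 libraries. The 2391 at 8 h were 1543 without MLACC replicate 2 and 783 with the subtraction. All camera calls in ppsdes had an adjusted p between 0.255 and 0.563 with an estimated correlation.

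**Figure D2:**
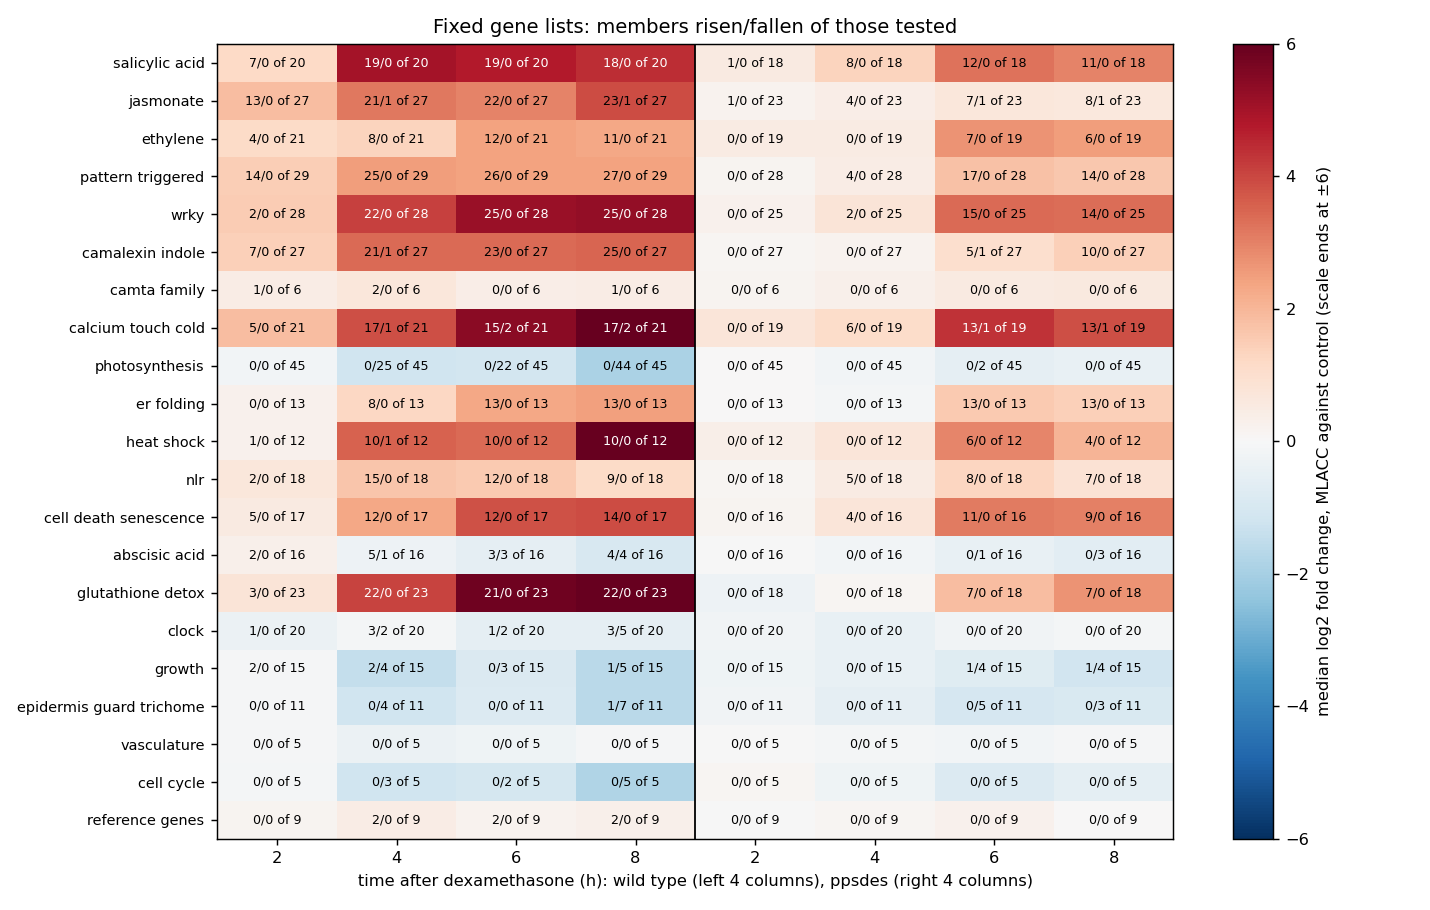
Colour gives the median log2 fold change of each of 21 gene lists for MLACC against its control, by time (h) and background, with genes lacking control counts set at their lower bound, and the text gives genes up and down of those tested. Photosynthesis lay at -1.88 in wild type and -0.44 in ppsdes at 8 h.

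An F test over 2 to 8 h summed these effects. It called 14669 genes in wild type and 6425 in ppsdes, where 3866, 1797 and 3652 were called without replicate 1, 2 or 3. Of the mutated genes DDE2/AOS and PAD4 rose in wild type at 2 h, and these with SAG101 and SID2/ICS1 at 4, 6 and 8 h, among them PAD4 by 5.40 and SAG101 by 3.19 at 4 h (4, 4, 5 and 4 of 6 adjusted over the list alone at 2, 4, 6 and 8 h). PAD4 lost its call at 2 h without MLACC replicate 1 or mYFP replicate 1 or 3, and DDE2/AOS at 6 h (1.00) without MLACC replicate 1. In ppsdes PAD4 rose at 4 h (3.505, lost without MLACC replicate 3 or control replicate 1 or 3), 6 h (3.94) and 8 h (3.88), while at 2 h 0 of the 6 were called by edgeR or DESeq2 and 0 had an unadjusted p under 0.05. Between backgrounds the MLACC effect on the mutated genes was lower in ppsdes in 0, 3, 2 and 3 of 6 cases at 2, 4, 6 and 8 h (1, 3, 2 and 3 adjusted over the list alone), as for SID2/ICS1 by -6.72 at 4 h. At 2 h 1 had an unadjusted p under 0.05 in edgeR and DESeq2 called 0. Of the 8 RT-qPCR genes 0, 1, 1 and 1 were lower (4, 1, 1 and 1 adjusted over the list alone), the 1 being TAT3. At 2 h 5 of them had an unadjusted p under 0.05 and DESeq2 called 2.

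The difference between backgrounds was tested directly, as the MLACC effect in ppsdes minus that in wild type, on 19929 genes. At 2 h 41 genes differed, at 4 h 4123, at 6 h 823 and at 8 h 3966, with 27, 2007, 302 and 2250 of them higher and 14, 2116, 521 and 1716 lower in ppsdes. The ppsdes control holds no transgene, so that a gene that rises in the mYFP line but not in the ppsdes control can count as higher in ppsdes here. Of the higher genes 21, 229, 121 and 402 also rose since 0 h in the mYFP line. For independent sets 1.83, 157, 30.4 and 249 were expected. Of the lower genes 1, 254, 40 and 135 did, against 0.95, 165, 52.5 and 190 expected. The same mYFP libraries enter both sides, so that part of this overlap is built in and no cause is drawn from it. Jasmonate, indole, detoxification and salicylic acid genes were lower in ppsdes in many cases, mainly from 4 h on. Of 27 jasmonate genes 1, 15, 8 and 12 were lower at 2, 4, 6 and 8 h (9, 15, 10 and 12 adjusted over the list alone), with the lipoxygenase gene LOX3 at a difference in log2FC of -4.59 ± 0.55 (SE) at 4 h and -3.80 ± 0.55 at 8 h. Of 27 camalexin and indole genes 1, 15, 13 and 11 were lower (3, 17, 15 and 12 adjusted over the list alone), with IGPS at -3.83 ± 0.36 at 4 h and TSA1 at -3.48 ± 0.34 at 6 h. Detoxification genes were lower in 0, 15, 9 and 16 of 23 cases (0, 19, 13 and 18 adjusted over the list alone). GSTU19 was at -3.06 ± 0.31, -3.51 ± 0.31 and -4.44 ± 0.32 at 4, 6 and 8 h. In edgeR 3 had an unadjusted p under 0.05 at 2 h and DESeq2 called 0. Salicylic acid genes were lower in 0, 9, 6 and 6 of 20 cases (1, 10, 7 and 6 adjusted over the list alone), with PBS3 at -4.70 ± 0.56 at 4 h and -3.73 ± 0.55 at 8 h. In edgeR 4 had at 2 h an unadjusted p under 0.05 and DESeq2 called 2. The salicylic acid list holds SID2/ICS1, which is itself mutated in ppsdes and was among the lower genes at 4, 6 and 8 h.

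Immune signalling differed between backgrounds mainly at 4 h. Pattern-triggered genes were lower in ppsdes in 0, 17, 3 and 8 of 29 cases at 2, 4, 6 and 8 h (7, 20, 4 and 8 adjusted over the list alone), with PEPR2 at -4.81 ± 0.54 and RBOHF at -2.22 ± 0.32 at 4 h. WRKY genes were lower in 0, 12, 2 and 3 of 28 cases (0, 12, 2 and 2 adjusted over the list alone), with WRKY54 at -5.72 ± 0.99 at 4 h. Ethylene genes were lower in 0, 4, 2 and 3 of 21 cases (0, 3, 2 and 3 adjusted over the list alone) with ACO4 at -3.84 ± 0.41. NLR genes were lower in 0, 3, 1 and 1 of 18 (0, 3, 1 and 0 adjusted over the list alone) with NRG1.2 at -3.02 ± 0.38 at 4 h. At 2 h 15 pattern-triggered, 1 WRKY, 2 ethylene and 3 NLR genes had an unadjusted p under 0.05, and DESeq2 called 3 pattern-triggered genes and 0 of the others. Calcium genes differed in 0, 2, 1 and 1 of 21 cases (0, 0, 1 and 1 adjusted over the list alone), with CML9 higher in ppsdes by 2.25 ± 0.48 at 8 h. In edgeR 6 had at 2 h an unadjusted p under 0.05 and DESeq2 called 0. Heat shock genes were lower in 7 of 12 cases at 4 h and 5 at 8 h (8 and 6 adjusted over the list alone) and ER genes in 8 and 4 of 13 (8 and 5 adjusted over the list alone). Cell death genes were lower in 5 and 4 of 17 (6 and 4 adjusted over the list alone) with BI1 at -1.83 ± 0.27 at 4 h but ACD6 at 4.11 ± 0.78 at 8 h. These 3 lists had 0 calls in edgeR at 2 and 6 h (1 cell death gene at 2 h adjusted over the list alone). In turn 1 and 3, 1 and 6, and 4 and 4 genes had an unadjusted p under 0.05, and DESeq2 called 2 cell death genes at 2 h.

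The MLACC effect on photosynthesis genes was less negative in ppsdes. It was higher in 19 of 45 cases at 4 h and 41 at 8 h (21 and 42 adjusted over the list alone), with PSBW at 1.27 ± 0.25 at 8 h and PSAH2 at 1.37 ± 0.30 at 4 h. At 2 and 6 h edgeR and DESeq2 called 0, with 0 and 7 genes at an unadjusted p under 0.05. Abscisic acid genes were lower in 0, 4, 1 and 4 of 16 cases at 2, 4, 6 and 8 h (0, 4, 2 and 4 adjusted over the list alone), with RD26 at -3.93 ± 0.56 at 4 h. In edgeR 4 had at 2 h an unadjusted p under 0.05 and DESeq2 called 0. Growth, clock and epidermal genes differed in at most 3 cases per time, also adjusted over the list alone. At 8 h IAA29 was higher by 4.88 ± 0.94 and RVE2 by 2.22 ± 0.45, and KAT1 lower at -2.68 ± 0.31. In the cell cycle list 2 genes were higher at 4 h (2 adjusted over the list alone), with CYCD3-1 at 1.59 ± 0.43, lost without ppsdes MLACC replicate 2. CAMTA, vascular and reference genes had 0 calls at all times in edgeR, with at most 5 genes of a list at an unadjusted p under 0.05, and DESeq2 called 1 CAMTA gene at 4 h.

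Single genes marked the contrast between backgrounds. PR1 reached 481 ± 170 CPM in wild type with MLACC at 8 h, while the 3 libraries of ppsdes with MLACC held no PR1 count at 6 and 8 h. WRKY75 stood at 146.3 ± 66.1 CPM against no count, and the dioxygenase gene ARD3 at 280.2 ± 82.3 CPM against no count. The fitted differences at 8 h (PR1 -16.8, WRKY75 -15.4, ARD3 -14.7) rest on groups without counts and are no bounds, and all were lost without replicate 1 of the ppsdes control. ARD3 was also lost without wild-type MLACC replicate 2, mYFP replicate 2 or 3 or ppsdes MLACC replicate 1 or 3, and with DESeq2. CYS2 was higher in ppsdes by 6.14, 8.00 and 9.91 at 2, 4 and 6 h. With MLACC it stood at 126.6 ± 39.2 CPM in ppsdes and 173.5 ± 45.2 in wild type at 2 h, and the mYFP line also reached 71.3 ± 25.6, against 0.728 ± 0.318 in the ppsdes control. AT3G41762, which lies near a ribosomal RNA gene and is thus uncertain, stood at 16.63 ± 2.55 CPM in the mYFP line at 6 h and had no count in the ppsdes control.

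Libraries left out moved these counts. The 41 genes at 2 h became 24 without wild-type MLACC replicate 1 and 67 and 20 without mYFP replicate 2 or 3. They were 235 and 16 without ppsdes MLACC replicate 2 or 3, and 22 and 13 without ppsdes control replicate 2 or 3, while AT3G59480, CYS2 and AT5G19097 were called each time. At 4 h 6190, 2660 and 2454 genes were called without wild-type MLACC replicate 1, 2 or 3, and at 8 h 2274 without replicate 2. With the differences at 0 h subtracted 1, 730, 156 and 884 genes were called at 2, 4, 6 and 8 h, among them OPR3, LOX3, PEPR2, IGPS and GSTU19 at 4 h but not PSAH2, and PSBW was not called at 8 h. The 14 genes lower in ppsdes at 2 h moved by over 1.5 times without any of the 12 libraries, to between 1 and 191, and the 27 higher became 44 and 14 without ppsdes MLACC replicate 2 or 3 and 12 without control replicate 3. At 4 h the 2007 higher became 3760, 1132 and 1066 without wild-type MLACC replicate 1, 2 or 3, and the 2116 lower 1388 without replicate 3. At 6 h the 521 lower became 333 without wild-type MLACC replicate 2. At 8 h the 2250 higher became 1264 and 3397 without replicate 2 or 3 and the 1716 lower 1010 without replicate 2. All camera calls for the difference had an adjusted p between 0.194 and 0.736 with an estimated correlation.

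**Figure D3:**
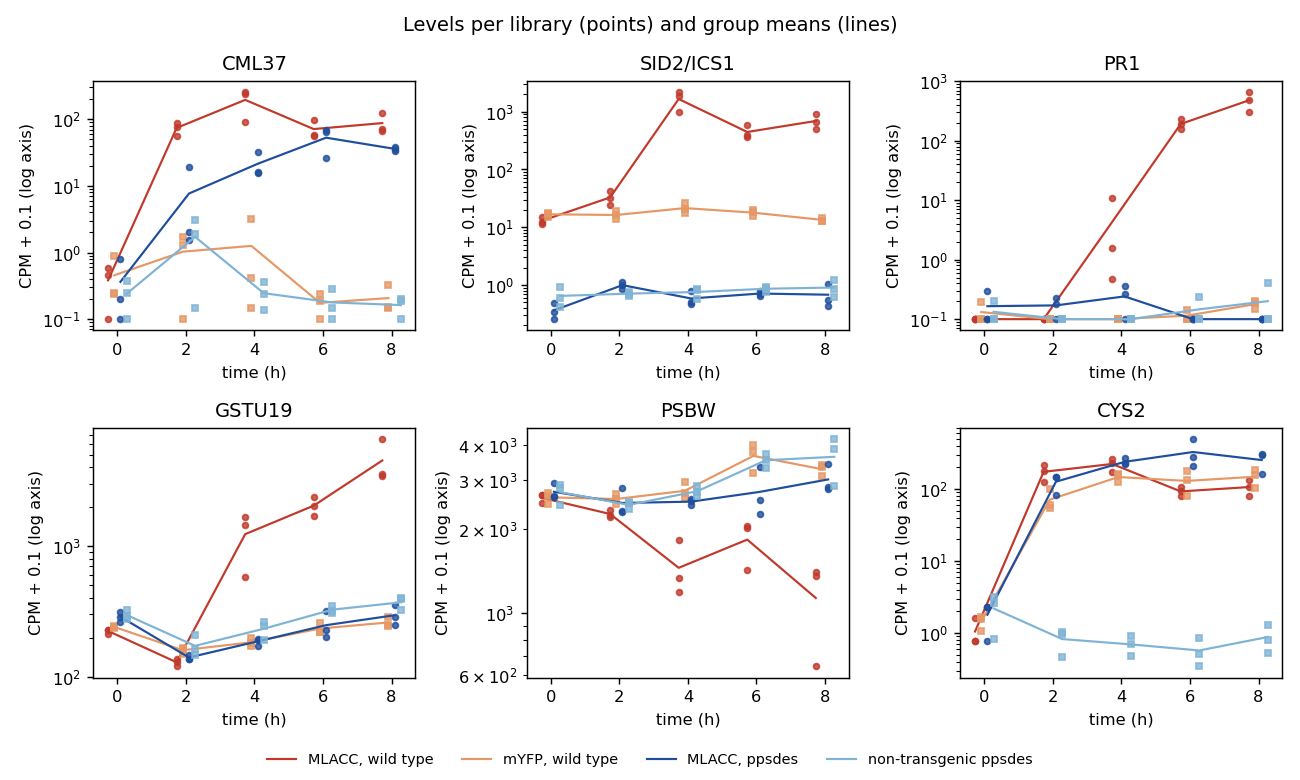
Points give CPM + 0.1 on a log axis per library and lines the group means of 6 genes over 0 to 8 h in the 4 lines (n = 3 per point in time). PR1 reached 481 CPM in wild type with MLACC at 8 h, and CYS2 at 2 h reached 126.6 CPM in ppsdes with MLACC and 71.3 CPM in the mYFP line.

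Fold changes of the 2 backgrounds were correlated most at 6 h. Across 19004 genes, which are not independent replicates, Pearson r (Spearman rho) between the MLACC effects in wild type and ppsdes was 0.372 (0.333) at 2 h, 0.564 (0.541) at 4 h, 0.786 (0.756) at 6 h and 0.732 (0.701) at 8 h. The jackknife SE over libraries was 0.29, 0.14, 0.013 and 0.027, and at 2 h r was 0.0519 without ppsdes MLACC replicate 2. The wild-type effect at 2 h correlated with the ppsdes effect at 0.569 at 4 h, 0.641 at 6 h and 0.582 at 8 h.

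**Figure D4:**
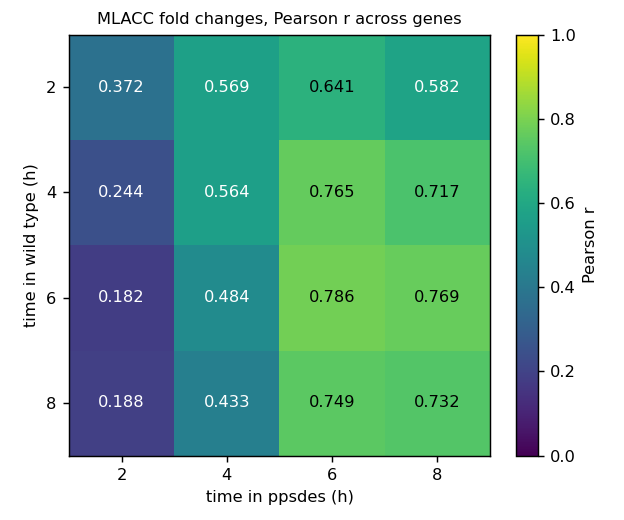
Each cell gives Pearson r across 19004 genes between the MLACC log2 fold changes in wild type (by time, h) and in ppsdes (by time, h). At equal times r was 0.372, 0.564, 0.786 and 0.732.

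Most genes called up at 2 h in wild type were called up in ppsdes at 6 h. Of the 814 genes upregulated at 2 h in wild type, such as CML37, JAZ10 and SARD1, 788 were tested in ppsdes. There 30 (3.81%) were upregulated at 2 h, 222 (28.2%) at 4 h, 525 (66.6%) at 6 h and 416 (52.8%) at 8 h, against 3.03, 16.5, 83 and 71.1 expected for independent sets. At 2 h 174 of the 788 (22.1%) had a log2FC above 1 in ppsdes, and the test of the difference at 2 h called 14 of all genes lower and 27 higher in ppsdes, so that a call in 1 background alone does not show a difference. The median log2FC of the 788 in ppsdes was 0.47 at 2 h, 1.07 at 4 h, 1.80 at 6 h and 1.5 at 8 h. Up at any time in ppsdes were 549 of the 788, while 239, among them PEPR2, ERF1A and DDE2/AOS, were tested and not called up, and 26 were not tested there. At 2 h 17 and 18 genes were shared without ppsdes control replicate 1 or 2 and 66 without ppsdes MLACC replicate 1. At 4 h they were 139 and 143 without wild-type MLACC replicate 1 or mYFP replicate 3 at 2 h, where only 353 and 357 genes were up in wild type. Without ppsdes MLACC replicate 3 at 4 h they were 115, and 114 and 106 without ppsdes control replicate 1 or 3. At 6 h 244, 307 and 246 and at 8 h 203, 246 and 205 were shared without wild-type MLACC replicate 1 or mYFP replicate 1 or 3 at 2 h, of 353, 470 and 357 genes then up in wild type. With the differences at 0 h subtracted in edgeR 0, 8, 30 and 20 of 68 were shared at 2, 4, 6 and 8 h, and DESeq2 without subtraction shared 58 at 2 h.

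Both control lines changed after 0 h, where time of day, infiltration, dexamethasone and, in the mYFP line, the transgene cannot be told apart. Against 0 h 5933 genes changed in the mYFP line (3260 up and 2673 down by their largest change; 3923 and 3921 without replicate 1 or 2) and 6162 in the ppsdes control (3262 up and 2900 down; 3809 without replicate 2). All 20 clock genes changed in both lines. LHY fell from 656 to 0.518 CPM in the mYFP line, a log2FC of -10.2, and by -9.40 in the ppsdes control, and ELF3 rose by 5.21 in the mYFP line. Among detoxification genes 9 of 23 changed in the mYFP line and 5 of 18 in the ppsdes control, with GSTF6 up by 6.46 and 8.66 and GSTF8 down by -1.63 and -2.27. The chlorophyll synthesis gene PORB rose by 5.03 in the ppsdes control. The calls took in 5 of 20 and 7 of 18 salicylic acid, 19 of 27 and 18 of 23 jasmonate, 11 of 21 and 8 of 19 ethylene, 12 of 29 and 15 of 28 pattern-triggered, 19 of 28 and 18 of 25 WRKY, 13 of 27 and 13 of 27 camalexin and 16 of 21 and 16 of 19 calcium genes. They further held 9 and 13 of 13 ER, 5 and 8 of 12 heat shock, 6 and 6 of 18 NLR, 9 of 17 and 11 of 16 cell death, 11 and 11 of 16 abscisic acid, 9 and 14 of 15 growth, 1 and 3 of 11 epidermal, 1 and 1 of 5 vascular and 1 and 1 of 9 reference genes. In edgeR 0 and 1 of 6 CAMTA, 0 and 3 of 45 photosynthesis and 0 and 0 of 5 cell cycle genes were called, with 6, 6 and 0 genes of these 3 lists in the mYFP line and 3 cell cycle genes in the ppsdes control at an unadjusted p under 0.05. DESeq2 called 3 photosynthesis genes in the mYFP line and 1 cell cycle gene in the ppsdes control.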

Values the study reported

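The study reported 562 upregulated and 11 downregulated genes at 2 h post-induction of MLACC in wild type, with a false discovery rate below 0.01 and an absolute log2 fold change above 1.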

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

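The counts, gene lists and single genes of this part were singled out because the MLACC effect in ppsdes differed from that in wild type in a test of the difference itself. The 73 genes up in ppsdes and the smaller effect at 2 h, taken up below, rest on calls and medians within each background instead. The tests of depth, time labels, dexamethasone response, common response, copies and insertion were chosen only after the result was seen, and the test of spread and the regroupings before it. The difference was called for 2 genes at 0 h, 41 at 2 h, 4123 at 4 h, 823 at 6 h and 3966 at 8 h (edgeR, FDR below 0.01 and |log2FC| above 1, n = 3 libraries per group). By camera with the preset correlation 11, 13, 9 and 10 gene lists differed at 2, 4, 6 and 8 h, of which photosynthesis alone was higher in ppsdes, and 0 of them passed with an estimated correlation. For the 2 genes at 0 h no other of the 40 splits called as many, with at most 1 gene in another split. The margin is 1 gene, and fewer than 2 genes were called without 10 of the 12 libraries. Chance is thus not excluded for this count. For the 41, 4123, 823 and 3966 genes at 2, 4, 6 and 8 h chance could not be excluded in 40 splits, where the highest other split called 1316, 7001, 7163 and 9121. The 2 other splits that called as many at each of these times left the real groups of 1 background whole, so that its own MLACC effect entered the difference. At 2 and 6 h the highest of them called several times the real count, which points to this structure of the samples. Splits that mixed the groups of both backgrounds called at most 6, 1, 0 and 0 genes in edgeR.

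Of the mutated and RT-qPCR genes, DDE2/AOS differed by -1.89 at 4 h and -1.58 at 8 h. SAG101 differed by -2.57, -2.30 and -3.14, SID2/ICS1 by -6.72, -4.96 and -6.15 and TAT3 by -7.69, -7.30 and -8.11 at 4, 6 and 8 h. The largest differences at 2 h were AT3G59480 (9.82), CYS2 (6.14) and AT5G19097 (6.02), and AT2G14290 (-6.69), AT1G13340 (-3.43) and AT3G06890 (-3.41) in the other direction. At 4 h they were AT3G59480 (9), CYS2 (8) and AT3G41762 (7.67), and the glycosyltransferase gene UGT73B4 (-13.4), the methionine sulfoxide reductase gene MSRB8 (-11.7) and the transcription factor gene BHLH92 (-10.8). At 6 h they were AT3G23470 (14.5), AT3G41762 (10.6) and CYS2 (9.91), and AT3G44830 (-11.6), the glutathione transferase gene GSTU11 (-10.8) and AT4G16260 (-9.98). At 8 h they were AT3G16670 (13), AT3G23470 (12.7) and AT3G41762 (11), and PR1 (-16.8), WRKY75 (-15.4) and ARD3 (-14.7). Fitted differences that rest on a group without counts are no bounds, and AT3G41762 lies near a ribosomal RNA gene.

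Most of the 73 genes upregulated in ppsdes at 2 h also responded where no MLACC was made. Of them 51 (69.9%) rose from 0 to 2 h in the wild-type mYFP line, against 5.05 expected for independent sets. Of 788 genes up for MLACC in wild type at 2 h 190 (24.1%) rose there too, against 54.5 expected, although this line is their own control. Independent sets are thus a low baseline for such an overlap. The median log2FC of the 51 since 0 h was 2.53 in the mYFP line and 0.484 in the ppsdes control without a transgene (quartiles 0.107 and 1.35), and MLACC against control in ppsdes stood at 2.38, but the choice of the genes rests on the same control libraries, so that time of day or handling stays open. Of the 51 genes 21 (41.2%) were called up for MLACC in wild type, at a median of 1.07 (quartiles 0.44 and 1.5). Of the other 22 genes 9 (40.9%) were, against 788 of all 19004 genes compared. Dexamethasone acting on inducible transgenes may thus contribute to the 2 h response in ppsdes. A response to MLACC common to both backgrounds cannot be told apart from it without an mYFP line in ppsdes. At 4, 6 and 8 h 91 of 398, 240 of 2001 and 262 of 1714 genes up in ppsdes also rose in the mYFP line, against 31.9, 208 and 195 expected.

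The smaller MLACC effect in ppsdes at 2 h, by genes called up (73 against 814) and by medians, was weighed against depth, time labels and spread. The test of the difference called 27 genes higher and 14 lower in ppsdes at 2 h, so that its calls do not show this effect. The ppsdes libraries at 2 h had a median of 101% of the counts of the wild-type libraries, which argues against lower depth. By clock genes 60 of 60 libraries lay nearest their own time, which argues against single libraries with a wrong time. Over all genes 55 of 60 did, and mYFP replicate 3 at 2 h was among the exceptions. Each library was compared within its own line, so that a wrong time for all 3 libraries of a group would not show. Among 1637 genes up at 6 h in both backgrounds the median log2FC at 2 h was 1.14 in wild type (quartiles 0.486 and 1.89). In ppsdes it was 0.197 (upper quartile 0.579). These quartiles run over genes that share the same libraries and do not measure the spread between libraries. Calls in ppsdes at 2 h ranged from 33 to 149 when 1 library was left out, so that larger spread stays open. The 1637 genes reached medians of 0.884 at 4 h and 2.52 at 6 h in ppsdes. Their choice by a call at 6 h fixes the rise by then and leaves out genes that stayed low in ppsdes. The 788 genes chosen at 2 h in wild type alone had ppsdes medians of 0.47, 1.07 and 1.8 at 2, 4 and 6 h. Of them 239 were not called up in ppsdes at any time. A later onset in the mutant may be the biological cause, but a weaker response cannot be told apart from it. A lower level of MLACC protein in ppsdes, which the study reported and which was not analysed here, and the unlike controls stay open as well.

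AT3G59480 was high in ppsdes with MLACC before induction, at 30.5 CPM against 0.242 at 0 h and 142 against 1.63 at 8 h. Of 6 similar copies in the genome 0 rose at least 50% as much at 0 h, which argues against reads of an expressed copy elsewhere. Of the 9 neighbours within 10 kb 6 had counts enough for a test and 0 were called by edgeR at 0 h, which leaves a transgene inserted at the gene open, since an insertion need not change its neighbours. From 0 to 2 h the gene rose by a log2FC of 1.87 ± 0.39 in this line (edgeR, adjusted p = 0.000586). An insertion near the gene, or a difference that this line carries by descent, may be the cause, and the sequence of the construct was not analysed here.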

How the results depend on the processing

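Of 476 alternative values of the 34 counts, correlations and mutated-gene tests, 358 kept their direction and their side of the threshold or their size, 10 missed the threshold and 108 moved. Of 18751 values for 1253 results of named genes 17526 kept direction and side of the threshold, 988 missed it, 234 newly passed it and 3 turned sign. Of 1512 values for 252 gene list tests 1287 were unchanged in this sense, 188 missed the threshold, 35 newly passed it and 2 turned. The cause of the changes below was not tested, and counts rose as well as fell when a library was left out. Leaving out the libraries nearest another time and camera on negative binomial scores were chosen after seeing the data. In every fit the spread was pooled over all groups of that fit, also where a group was left with 2 libraries. The groups were not equally tight. Pairs of replicates differed by a chi-square statistic of 10 to 165 per gene, and by 71.3 to 120 in ppsdes with MLACC at 2 h. Errors and calls at a single time thus lean on the spread of the other groups.

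Without 1 replicate the MLACC counts in wild type ranged from 0 to 2 at 0 h and 362 to 978 at 2 h. In ppsdes they ranged from 2 to 4 at 0 h, 33 to 149 at 2 h, 193 to 400 at 4 h, 1688 to 3755 at 6 h and 1543 to 2630 at 8 h, and 1797 to 3866 in the F test. Change over time ranged from 3921 to 4515 genes in the mYFP line and 3809 to 5367 in the ppsdes control. The difference between backgrounds ranged from 0 to 2, 13 to 235, 2454 to 6190 and 2274 to 5036 genes at 0, 2, 4 and 8 h. EIN2 lay between -1.293 and -0.997 and SAG101 between -1.975 and -1.522. The correlation at 2 h lay between 0.0519 and 0.434 and at 6 h between 0.765 and 0.785, and the followed genes numbered 17 to 66, 106 to 235, 244 to 609 and 203 to 494 at 2, 4, 6 and 8 h. In ppsdes at 2 h without replicate 3 the ER and abscisic acid lists changed direction, at camera adjusted p values of 0.0422 and 0.00112. Over the 3 replicates left out in turn these values reached 0.306 and 0.0207.

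With the 0 h difference subtracted 68, 4479 and 2642 genes were called in wild type at 2, 4 and 6 h, and 6, 47, 1361 and 783 in ppsdes at 2, 4, 6 and 8 h. The difference between backgrounds then held 1, 730, 156 and 884 genes, the followed genes were 0, 8, 30 and 20 of the 68 up in wild type at 2 h, and the correlation was 0.74 at 6 h and 0.69 at 8 h. AT3G41979 (0.508) and GH9B1 (0.261) in wild type and IQD28 (0.416) in ppsdes turned sign at 2 h. This contrast holds 12 libraries and so more error by its construction.

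With only the libraries compared 2 genes at 2 h and 3943 at 4 h were called in wild type, and 0, 87 and 1853 in ppsdes at 2, 4 and 6 h. The difference between backgrounds then held 3, 961 and 2038 genes at 2, 4 and 8 h, the followed genes were 0, 1, 2 and 1 where only 2 were up in wild type at 2 h, and EIN2 (-1.107) and SAG101 (-1.677) missed the threshold. Beside these counts of 0 the fit of all libraries in edgeR had 1179 genes at an unadjusted p under 0.05 in ppsdes at 2 h.

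DESeq2 called 3 genes in wild type at 0 h, 130 in ppsdes at 2 h and 121 for the difference at 2 h, and followed 58 genes at 2 h. With its size factors in edgeR SAG101 was at -1.682 and missed the threshold, and all counts stayed within 1.5 times their value. Without a filter on low counts 1 gene differed at 0 h, and the correlation was 0.408, 0.624 and 0.595 at 4, 6 and 8 h, while with genes above 10 CPM it was 0.84 and 0.768 at 6 and 8 h. By log2FC above 1 alone 174 and 422 genes were followed at 2 and 4 h. Without the libraries nearest another time the difference held 21 and 6377 genes at 2 and 4 h, the correlation at 6 h was 0.767 and 332 genes were followed at 6 h, where 554 were up in wild type at 2 h. With an estimated correlation 0 of 148 gene list calls were left, while camera on negative binomial scores called 141.

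Replicate numbers were tested as pairs across groups. The libraries of equal number were correlated above 0.1 in all 3 pairs in wild type at 0 h and in ppsdes at 6 and 8 h, but not in the other 7 comparisons. Of the 3 MLACC libraries 3, 2 and 3 were correlated best with their own number in the first 3 comparisons. In the others these were 1, 3, 2 and 2 in wild type at 2, 4, 6 and 8 h and 3, 1 and 1 in ppsdes at 0, 2 and 4 h. A pairing thus stays open, as a hint from the data and not the design. The block below was shared over the times of a background. With a replicate block 62 genes differed between backgrounds at 2 h, and the other counts stayed within 1.5 times their value, with 833 genes in wild type and 82 in ppsdes at 2 h and 9068 and 2671 at 8 h.

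Depth limits fold changes of genes without counts in 1 group. Such genes entered 49 of 184 list medians, and setting them at their lower bound shifted 11 of these, by at most 1.1.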

Other observations

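For the MLACC comparisons at single times the 6 libraries allow too few splits for a share under 0.05. In wild type the real groups called 1, 837, 7665, 5766 and 8999 genes at 0, 2, 4, 6 and 8 h, and the highest other split called 2 at 0 h and 0 at the later times. In ppsdes they called 2, 76, 427, 2810 and 2391 genes, and the highest other split called 68 at 2 h and 0 at the other times. Chance can be excluded for the F tests over 2 to 8 h, with 14669 genes in wild type (highest other split 10239) and 6425 in ppsdes (5156). It can be excluded as well for the change over time in the mYFP line, with 5933 genes (2213), and in the ppsdes control, with 6162 (3253).

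The tests of upstream motifs were chosen only after the result was seen. Genes upregulated at 2 h in wild type carried the CAMTA core motif within 300 bp upstream in 17.2% of 810 cases, against 7.59% of 18250 other genes, an odds ratio of 2.52 (95% interval 2.08 to 3.05, Fisher test, adjusted p = 5.47e-17 over 56 tests). The rearranged motif of equal base composition had an odds ratio of 1.19 (0.899 to 1.58), which argues against single-base composition as the cause. It holds fewer CG pairs than the motif, so that their frequency upstream is not controlled. In ppsdes the core motif had an odds ratio of 0.869 (0.349 to 2.16) among 71 genes up at 2 h. Among 395 genes up at 4 h it was 2.92 (2.27 to 3.77), and the rearranged motif stood at 1.49 (1.04 to 2.14, Fisher test, adjusted p = 0.113). Among all genes up at 8 h, early genes included, the odds ratios were 1.55 in wild type and 1.9 in ppsdes. Later genes alone were not tested. The core motif was not the only one enriched. At 2 h in wild type the W box had an odds ratio of 1.61 (1.4 to 1.86, Fisher test, adjusted p = 6.94e-10), against 0.895 for its rearranged form. CAMTA factors may thus act on some of these genes, as WRKY factors may. The study had proposed CAMTA factors from motifs enriched upstream of genes induced by MLACC at 2 h, so that the motif test here uses the same samples. Its separate evidence, published binding data for CAMTA proteins and lower expression of selected genes in a dominant camta3 mutant, was not analysed here.

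Between the ppsdes control and the mYFP line at 0 h 70 genes were called, 29 higher and 41 lower in ppsdes. Background, transgene and count table coincide in this comparison, so that these differences cannot be assigned to the mutations.

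At 2 h in wild type 23 genes were downregulated by MLACC, but 9 without MLACC replicate 1 and 6 without mYFP replicate 1. With the 0 h difference subtracted 68 genes and with only the 6 libraries 2 genes were called, all of them up. The count on all libraries is higher than the value quoted from the study above.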
